A study of Mus musculus with 52 samples. Its data were reported in "KDM2 proteins constrain transcription from CpG island gene promoters independently of their histone demethylase activity" (2019).

How the data were processed

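Calibrated ATAC-seq was performed on 4 conditional mESC lines before and after tamoxifen treatment, in 26 ATAC libraries. Another 26 libraries of input genomic DNA from the same nuclei, which the authors used to correct the spike-in mixing ratio, bring the samples to 52; their values are not analysed here. Libraries were assigned to line, treatment and replicate from the sample labels alone, giving 8 groups of ATAC libraries.

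The authors aligned paired-end reads with Bowtie 2 to a concatenated mm10 and dm6 genome. Reads that mapped more than once, PCR duplicates, reads in regions of artificially high signal and mitochondrial reads were removed. Mouse reads were counted over 400 bp intervals at the promoters of 20633 non-redundant genes. Drosophila reads, corrected by the mixing ratio of the matched genomic DNA, gave DESeq2 size factors, which were supplied to DESeq2; the model fitted for each table is not stated.

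There were 4 tables, 1 per line. Each deposited library column is a signal, the mouse reads per promoter divided by that library's spike-in size factor, and the deposited mean over the libraries of a line is on the same scale. The deposited log2 fold changes compare tamoxifen with untreated cells on the spike-in scale; a second, shrunken log2 fold change is not analysed here. The deposited standard errors and test statistics are scores from DESeq2, and each deposited p-value is from its Wald test, with Benjamini-Hochberg adjustment. Because each line has its own table and calibration, treated libraries were compared with untreated ones only within a line. Fold changes, and the reads on chromosomes, were also compared between lines, as stated where this was done.

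The steps between values in each column were used to recover the size factor and the reads: 100% of values came out as whole reads, with size factors between 0.718 and 1.41. The recovered reads set the depth, 1.49 to 3.03 M promoter reads (M, 1000000) per library, and served for the filter, for TMM scaling and for the tests on reads. PCR copies were removed by the authors without molecular identifiers, so counting error alone understates the spread, and replicates were used for all tests. With a median of 58 to 108 reads per promoter, promoters with few reads carry a wide counting error.

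The design written before the data were examined named edgeR's quasi-likelihood test for counts, scaled by the spike-in where it could be recovered. It named limma for normalized values without counts. The deposited values were normalized and were treated as that case, although whole reads and size factors could be recovered. The main test was thus limma with a mean-variance trend on log2(calibrated reads + 1), after edgeR's filterByExpr on the recovered reads. On the other reading of the design, edgeR's quasi-likelihood test on the recovered reads with the spike-in size factors would be the main test. Given here as an alternative, it called 113 promoters in Kdm2a/b-JmjC and 0 in each of the other 3 lines. There, 778, 1465 and 102 promoters had an unadjusted p under 0.05 in Kdm2a/b-CXXC, Kdm2a-CXXC and Kdm2b-CXXC. Fold changes are on the log2(value + 1) scale, which understates changes at promoters with low values. A promoter was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.4 either way, the thresholds used by the authors. Adjusted p-values are from limma unless another tool is named. Medians per library were compared by exact two-sided permutation tests, which allow no p under 0.1 for 3 libraries against 3 and none under 0.0286 for 4 against 4.

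CpG-rich promoters were those with a GC content of at least 0.5 and an observed to expected CpG ratio of at least 0.6 over the deposited interval in the GRCm38.p6 reference, which is the same build as mm10. Base composition was available for 20630 promoters. Symbols were matched for 99.1% of the deposited RefSeq identifiers, and 97.5% of those on the same chromosome had an annotated transcription start site within 200 bp of the interval's centre. Coordinates are 1-based.

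Promoters named in the text were chosen by a rule fixed before the data were examined. Kdm2a, Kdm2b, Fbxl20 and Fosl2 were named in every line. In addition, up to 3 promoters with the largest rise and up to 3 with the largest fall were named among those past both thresholds whose treated libraries all lay beyond all untreated libraries, or, where none passed, the 2 with the smallest unadjusted p. Other names are said to have been chosen after their values were seen.

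The fits were tested on simulated data, with 200 changed promoters planted among reads drawn from each line's own means, size factors and dispersions. The planted promoters had passed the filter, and their changes were all of equal size, larger than the fold-change limit. The rates below therefore do not hold for changes near that limit. With exact calibration, limma recovered between 73.5% and 80% of the planted promoters, with at most 6 false calls. With calibration that varied between libraries by the spread seen in each line, it recovered 74% in Kdm2a/b-JmjC, 81% in Kdm2a/b-CXXC and 67% in Kdm2a-CXXC. In Kdm2b-CXXC it recovered 0%, against 84% with TMM scaling, so a count of 0 on the calibrated scale in that line carries little weight. The spread was taken around each group's mean, so a difference in scale between treated and untreated libraries was not simulated. The false calls therefore say nothing about such a difference.

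Alternatives listed before the data were examined were TMM and median-of-ratios scaling, DESeq2 with the same scaling, no filter or at least 10 reads in every library, no limit on fold change, a pseudocount of 0.1, a block for the replicate number, leaving out each library in turn, scaling by total promoter reads, the promoters with higher mean values, and an observed to expected ratio of at least 0.75. Chosen after seeing the data were edgeR's quasi-likelihood test with TMM scaling, the replicate block with TMM scaling, and TMM scaling with a trend on GC content removed. Also run as an alternative was edgeR's test on the recovered reads, which the design had named for counts.

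For the comparison of lines by chromosome, promoters with at least 30 reads summed over the libraries of each line were used, log2 shares of promoter reads (with 0.5 reads added) were averaged over the libraries of a line, and windows of 20 neighbouring promoters were formed. Trends on GC content or mean value were removed by lowess with a span of 0.3. Within-class comparisons used GC bins of 0.02 with at least 50 promoters of each class, or 10 groups of equal size by mean value. Random lists were drawn 10000 times, matched on mean value. Left out of the comparisons by base composition and chromosome were 3 promoters that are not on a named chromosome and have no base composition. The work used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.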

Results

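Chromatin accessibility at gene promoters was measured by calibrated ATAC-seq (cATAC-seq) in mouse embryonic stem cells (mESCs). In this assay the Tn5 transposase tags accessible DNA, and Drosophila SG4 cells mixed with the mESCs provide a reference against which the mouse signal is scaled. The cells came from 4 conditional lines, in each of which tamoxifen activates a CRE recombinase. By the paper's account, Kdm2a/b-CXXC cells were made by editing Kdm2a in Kdm2b-CXXC cells, so these lines share their origin. In Kdm2a/b-JmjC cells tamoxifen removes the exons for the JmjC demethylase domain of KDM2A and KDM2B, so that the long forms of both proteins are lost. In Kdm2a/b-CXXC cells it removes the ZF-CxxC domain, which binds CpG islands, from both proteins, and in Kdm2a-CXXC and Kdm2b-CXXC cells from the one protein named. Each line was compared without treatment and after tamoxifen (800 nM for 96 h). There were 3 untreated and 3 tamoxifen-treated ATAC libraries in each of Kdm2a/b-JmjC, Kdm2a-CXXC and Kdm2b-CXXC, and 4 of each in Kdm2a/b-CXXC, which makes 26 libraries.

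Values were given for promoters of 400 bp. The 26 libraries held between 1.49 and 3.03 M reads over these promoters (M, 1000000), and the median promoter held between 58 and 108 reads in a library. The 1% of promoters with the most reads took between 3.85% and 4.94% of a library's promoter reads. Within each line, the Pearson correlation of log2(value + 1) between libraries lay between 0.931 and 0.967. Pairs of a treated and an untreated library were included, and only promoters that passed the filter were used. The correlation was computed across promoters, which are not independent replicates. The untreated libraries of each line serve as its control, and all accessibility values below are reads divided by the library's spike-in size factor (calibrated reads).

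The spread of the calibrated totals differed between lines. In Kdm2a/b-JmjC, the total over all promoters was 1.83 ± 0.0551 M calibrated reads without treatment (SD, n = 3) and 1.58 ± 0.106 M after tamoxifen (SD, n = 3). In Kdm2a/b-CXXC it was 1.52 ± 0.058 M (SD, n = 4) and 1.64 ± 0.303 M (SD, n = 4). In Kdm2a-CXXC it was 2.31 ± 0.19 M (SD, n = 3) and 2.04 ± 0.285 M (SD, n = 3). In Kdm2b-CXXC it was 2.27 ± 0.621 M (SD, n = 3) and 2.43 ± 0.666 M (SD, n = 3).

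Whether loss of KDM2 function moved accessibility at promoters as a whole was asked first. For each library, the median over promoters of the log2 ratio to the mean of the untreated libraries was taken, and the groups were compared by exact two-sided permutation tests. The difference between group means was -0.21 in Kdm2a/b-JmjC (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow), and all 3 treated libraries lay below all 3 untreated ones. It was 0.086 in Kdm2a/b-CXXC (exact permutation p = 0.629), where the smallest p possible is 0.0286. In Kdm2a-CXXC it was -0.17 (exact permutation p = 0.3) and in Kdm2b-CXXC 0.10 (exact permutation p = 0.6). After Benjamini-Hochberg adjustment over these 4 tests the values were 0.4, 0.629, 0.6 and 0.629. None of the 4 differences was separated from the spread between replicates at 0.05, and in the lines with 3 libraries per group none could have been. Among the alternatives that kept all libraries, the one that moved these values most was scaling by total promoter reads in place of the spike-in, which brought the difference in Kdm2a/b-JmjC to 0.0020. Single libraries moved these values. In Kdm2a/b-CXXC the difference was -0.021 without tamoxifen replicate 1 and 0.18 without tamoxifen replicate 4. In Kdm2a-CXXC it was -0.072 without tamoxifen replicate 1 and -0.27 without tamoxifen replicate 3. In Kdm2b-CXXC it was -0.11 without tamoxifen replicate 1, -0.069 without untreated replicate 2, 0.18 without tamoxifen replicate 3, 0.24 without tamoxifen replicate 2 and 0.30 without untreated replicate 1.

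**Figure D1:**
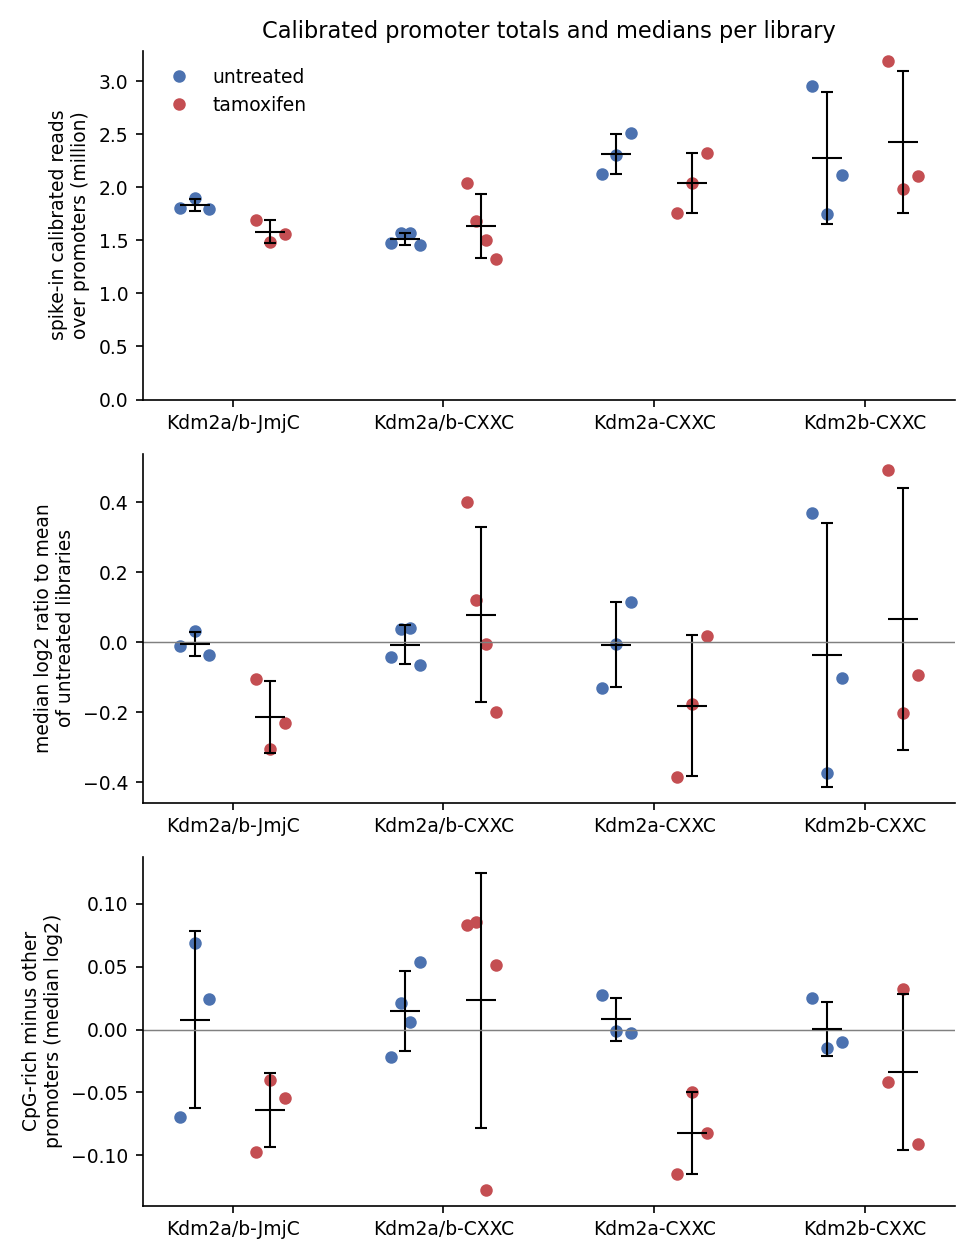
Each point is 1 library, with untreated libraries in blue and tamoxifen-treated libraries in red, and bars give the mean and SD. The upper panel plots the calibrated promoter total in M reads, the middle panel the median log2 ratio to the mean of the untreated libraries, and the lower panel the median log2 ratio of CpG-rich minus other promoters. All 3 treated Kdm2a/b-JmjC libraries lie below the untreated ones in the middle panel, and treated replicate 3 of Kdm2a/b-CXXC sits apart at -0.13 in the lower panel.

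KDM2 proteins bind CpG islands, so CpG-rich promoters were compared with the others. By base composition 11262 promoters were CpG-rich and 9368 were not. The paper classed promoters by the presence of a non-methylated CpG island and counted more of them as CpG island-associated. Some of the other promoters here are therefore CpG island promoters in its classes, and the differences below need not hold for those classes. The change after tamoxifen in the median of CpG-rich minus other promoters was -0.072 in Kdm2a/b-JmjC (exact permutation p = 0.3), 0.0084 in Kdm2a/b-CXXC (exact permutation p = 0.914), -0.090 in Kdm2a-CXXC (exact permutation p = 0.1) and -0.034 in Kdm2b-CXXC (exact permutation p = 0.5). These tests were two-sided, and the adjusted values over the 4 tests were 0.6, 0.914, 0.4 and 0.667. In Kdm2a-CXXC all 3 treated libraries lay below all 3 untreated ones, and 0.1 is the smallest p that design allows. The value in Kdm2a/b-CXXC depended on single libraries: it was 0.059 without tamoxifen replicate 3 and 0.025 without untreated replicate 4, and below 0 without untreated replicate 1 (-0.0024) or tamoxifen replicate 1 (-0.012), 2 (-0.012) or 4 (-0.0011). In Kdm2a/b-JmjC it was -0.035 without untreated replicate 2. In Kdm2b-CXXC it was -0.021 without untreated replicate 1, -0.067 without tamoxifen replicate 2 and -0.0052 without tamoxifen replicate 3. With all libraries, but within bins of equal GC content, the change was 0.0043 in Kdm2a/b-JmjC (exact permutation p = 0.9) and 0.036 in Kdm2a/b-CXXC (exact permutation p = 0.114). Within these bins it was -0.020 in Kdm2a-CXXC (exact permutation p = 0.5) and -0.0033 in Kdm2b-CXXC (exact permutation p = 0.9).

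Single promoters were then tested within each line with limma on log2(calibrated reads + 1), two-sided, and a promoter was counted as changed at an adjusted p under 0.05 and a fold change over 1.4. In Kdm2a/b-JmjC, 13 of 17174 promoters passed both thresholds and all 13 were lower after tamoxifen; 3537 had an unadjusted p under 0.05. In Kdm2a/b-CXXC the count was 0 of 16413 promoters, with 764 at an unadjusted p under 0.05. In Kdm2a-CXXC it was 0 of 17727, with 1488 at an unadjusted p under 0.05, and in Kdm2b-CXXC it was 0 of 17930, with 120. The alternative that raised the count in Kdm2a/b-JmjC most was leaving out tamoxifen replicate 1, which gave 622; it was 36 without untreated replicate 3, 3 without tamoxifen replicate 3, and 0 without untreated replicate 1 or 2, with 2855 and 2224 at an unadjusted p under 0.05. In Kdm2a/b-CXXC the count was 5 without tamoxifen replicate 1 and 8 without tamoxifen replicate 4, and in Kdm2a-CXXC it was 50 without tamoxifen replicate 3. With TMM scaling, which compares each promoter with the other promoters of the same library and so removes a shift common to all, the count in Kdm2a/b-JmjC was 0, with 970 at an unadjusted p under 0.05. The median log2 fold change over tested promoters in that line was -0.21 on the calibrated scale and -0.0027 with TMM scaling. The corresponding medians were 0.087 and 0.0012 in Kdm2a/b-CXXC, -0.18 and -0.0029 in Kdm2a-CXXC, and 0.099 and 0.0007 in Kdm2b-CXXC.

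The 13 Kdm2a/b-JmjC promoters were those of Tmem168, Rspo4, Tmem231, Zmat4, Gxylt2, Ier3, Sox12, Tmtc4, Ski, Gab1, Msh6, Dlx2 and Vdac3. Except for Ski, Rspo4 and Gxylt2, these were named after their values were seen. The log2 fold changes of the 13 lay between -1.26 and -0.53 and their limma adjusted p-values between 0.0108 and 0.0481. With TMM scaling their log2 fold changes lay between -1.06 and -0.32, and the smallest adjusted p was 0.705. The 3 largest falls were at Ski, Rspo4 and Gxylt2. The Ski promoter (NM_011385, mm10 chromosome 4, 155222336 to 155222735, across the transcription start site) fell from 56.1 ± 6.02 to 25.8 ± 14 calibrated reads (SD, n = 3 and n = 3), a log2 fold change of -1.26 (SE 0.29, limma adjusted p = 0.0274). Without tamoxifen replicate 3 the log2 fold change of Ski was -0.73, no longer past the threshold and a smaller fall than those of Rspo4 (-1.14) and Gxylt2 (-0.98) without that library. The Rspo4 promoter (NM_001040689, chromosome 2, 151842727 to 151843126) fell from 90.6 ± 16.5 to 43.2 ± 7.57 calibrated reads, a log2 fold change of -1.05 (SE 0.22, limma adjusted p = 0.0137). The Gxylt2 promoter (NM_198612, chromosome 6, 100704534 to 100704933) fell from 92.9 ± 8.98 to 45.7 ± 3 calibrated reads, a log2 fold change of -1.01 (SE 0.21, limma adjusted p = 0.0137).

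The promoters of the targeted genes, and of Fbxl20 and Fosl2, which the study used as examples of raised expression, were followed in every line. The deleted exons lie inside Kdm2a and Kdm2b, so reads at their promoters do not measure the deletion. In Kdm2a/b-JmjC, the Kdm2a promoter (NM_001001984, chromosome 19, 4396878 to 4397277) had 128 ± 28.9 calibrated reads without treatment and 125 ± 4.23 after tamoxifen (SD, n = 3 and n = 3), and in Kdm2a/b-CXXC 97.2 ± 10.9 and 128 ± 24.9 (SD, n = 4 and n = 4). In Kdm2a-CXXC it had 160 ± 16.5 and 154 ± 0.727 (SD, n = 3 and n = 3), and in Kdm2b-CXXC 169 ± 34.4 and 172 ± 34.3. Kdm2b has 2 promoters in the set. The one at chromosome 5, 122988900 to 122989299 (NM_001003953) had 31.9 ± 5.72 and 32.3 ± 1.75 calibrated reads in Kdm2a/b-JmjC, 28.9 ± 5.44 and 35.3 ± 6.79 in Kdm2a/b-CXXC, 28.4 ± 3.7 and 36.1 ± 2.88 in Kdm2a-CXXC, and 57.3 ± 19.9 and 50.6 ± 15.3 in Kdm2b-CXXC. The other, at chromosome 5, 122900151 to 122900550 (NM_013910), had 149 ± 13.6 and 118 ± 8.9, 126 ± 24.7 and 136 ± 32.1, 199 ± 41.7 and 167 ± 41.8, and 228 ± 80.1 and 219 ± 65 calibrated reads in the same order of lines.

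The Fbxl20 promoter (NM_028149, chromosome 11, 98149417 to 98149816) had 159 ± 24.5 and 127 ± 13 calibrated reads in Kdm2a/b-JmjC, 137 ± 23.8 and 157 ± 15.6 in Kdm2a/b-CXXC, 205 ± 41.5 and 165 ± 17.3 in Kdm2a-CXXC, and 215 ± 64.7 and 254 ± 84.1 in Kdm2b-CXXC (SD, untreated then tamoxifen). The Fosl2 promoter (NM_008037, chromosome 5, 32136272 to 32136671) had 36.7 ± 13.5 and 33.2 ± 12.1 in Kdm2a/b-JmjC, 33.7 ± 9.4 and 42.2 ± 10.2 in Kdm2a/b-CXXC, 52.7 ± 13 and 48.6 ± 12.9 in Kdm2a-CXXC, and 57.1 ± 10.3 and 69.2 ± 13.3 in Kdm2b-CXXC. Across these 5 promoters the log2 fold changes ran from -0.33 to 0.030 in Kdm2a/b-JmjC, from 0.11 to 0.38 in Kdm2a/b-CXXC, from -0.29 to 0.34 in Kdm2a-CXXC and from -0.16 to 0.27 in Kdm2b-CXXC. The directions of Kdm2a and Fosl2 in Kdm2a/b-JmjC and Kdm2a-CXXC, and of Kdm2a in Kdm2b-CXXC, flipped with TMM scaling. The number of the 5 promoters past an adjusted p of 0.05 with limma was 0 in each line over all promoters tested, and 0 in each line when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 in Kdm2a/b-JmjC and 0 in each of the other 3 lines.

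Where no promoter passed both thresholds, the 2 with the smallest unadjusted p were examined. In Kdm2a/b-CXXC, the Ldb2 promoter (NM_001077398, chromosome 5, 44799547 to 44799946) fell from 31.3 ± 4.53 to 10.8 ± 3.05 calibrated reads (SD, n = 4 and n = 4), a log2 fold change of -1.48 (SE 0.34, limma adjusted p = 0.177). The Lhb promoter (NM_008497, chromosome 7, 45420746 to 45421145) rose from 14.1 ± 4.72 to 36.2 ± 10.9 calibrated reads, a log2 fold change of 1.30 (SE 0.32, limma adjusted p = 0.177). In Kdm2a-CXXC, the Brinp1 promoter (NM_019967, chromosome 4, 68954198 to 68954597) fell from 122 ± 20.3 to 61.7 ± 10.5 calibrated reads (SD, n = 3 and n = 3), a log2 fold change of -0.97 (SE 0.22, limma adjusted p = 0.135). The Adgrg2 promoter (NM_001079847, chromosome X, 160390490 to 160390889) fell from 60.2 ± 8.85 to 26.4 ± 9.51 calibrated reads, a log2 fold change of -1.21 (SE 0.28, limma adjusted p = 0.135). In Kdm2b-CXXC, the 1700020L24Rik promoter (NM_025492, chromosome 11, 83437494 to 83437893) rose from 4.96 ± 4.65 to 24.6 ± 15 calibrated reads, a log2 fold change of 2.5 (SE 0.65, limma adjusted p = 1). The Tmem247 promoter (NM_001277980, chromosome 17, 86917148 to 86917547) rose from 5.42 ± 4.82 to 22.3 ± 10 calibrated reads, a log2 fold change of 2.34 (SE 0.65, limma adjusted p = 1). Without untreated replicate 3 the log2 fold change of 1700020L24Rik was 1.48, and without untreated replicate 2 that of Tmem247 was 1.28.

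The deposited DESeq2 statistics were also read for each line. They gave 0 promoters past both thresholds in each of the 4 lines, with 1055 promoters at an unadjusted p under 0.05 in Kdm2a/b-JmjC, 399 in Kdm2a/b-CXXC, 994 in Kdm2a-CXXC and 377 in Kdm2b-CXXC. The smallest deposited adjusted p was 0.862, 0.999, 0.902 and 1 in the same order. The deposited log2 fold changes and those from limma had a Pearson correlation of 0.998 to 0.999 across promoters, which are not independent replicates. The deposited standard errors differed from those of a DESeq2 fit to the recovered reads of the same line, with a median ratio of 1.26 in Kdm2a/b-JmjC, 1.15 in Kdm2a/b-CXXC, 1.11 in Kdm2a-CXXC and 0.678 in Kdm2b-CXXC.

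Changes relative to the other promoters were examined by the same limma test with TMM scaling, an alternative listed before the data were examined. In Kdm2a/b-CXXC, 17 of 16413 promoters passed both thresholds, 6 higher and 11 lower, and 1594 had an unadjusted p under 0.05. The count in each fit that left out 1 of the 8 libraries was between 2 (without untreated replicate 3) and 13 (without tamoxifen replicate 3). In Kdm2b-CXXC the count was 1, at the Ddx60 promoter, which was not called without untreated replicate 2, untreated replicate 3 or tamoxifen replicate 1. With 1 library left out the count there ran from 0 (without tamoxifen replicate 1, with 1308 at an unadjusted p under 0.05) to 5 (without tamoxifen replicate 3). In Kdm2a-CXXC the count was 0, with 1095 at an unadjusted p under 0.05, and in Kdm2a/b-JmjC 0, as given above. The lower promoters in Kdm2a/b-CXXC were those of Urgcp, Rims2, Ldb2, Snx10, Pecam1, Otx2, Pdgfa, Hmx3, Rffl, Hacd1 and LOC666331, and the higher ones those of Tor4a, Bcl6b, Cd80, Lhb, Evl and AI197445. Except for Ldb2 and Lhb, these and Ddx60 were named after their values were seen. In Kdm2b-CXXC, 15 of the 17 promoters moved in the same direction as in Kdm2a/b-CXXC, with a median log2 fold change of 0.21 when counted along that direction. In Kdm2a-CXXC 13 of the 16 with a value did so (median 0.069), and in Kdm2a/b-JmjC 9 of 17 (median 0.14).

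**Figure D2:**
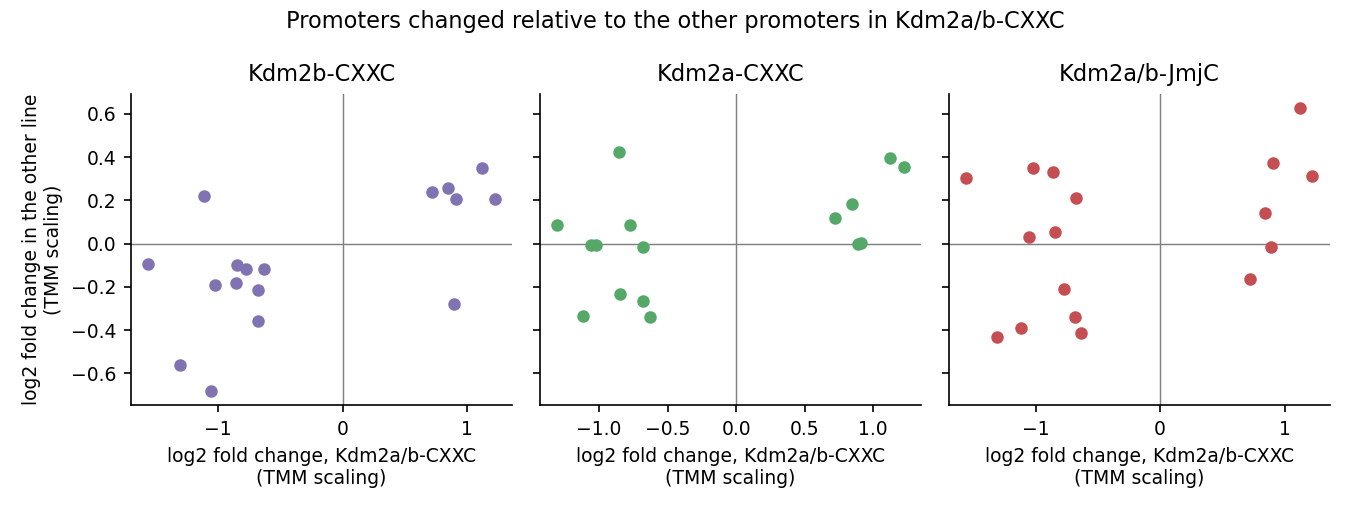
Each point is 1 of the 17 promoters that passed both thresholds with TMM scaling in Kdm2a/b-CXXC; the horizontal axis is the log2 fold change there and the vertical axis the log2 fold change in Kdm2b-CXXC, Kdm2a-CXXC or Kdm2a/b-JmjC. In Kdm2b-CXXC 15 of 17 points lie in the quadrants of equal direction, in Kdm2a-CXXC 13 of the 16 with a value and in Kdm2a/b-JmjC 9 of 17.

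The 4 lines were also compared with each other by the share of a library's promoter reads that falls on each chromosome. This comparison was chosen after the data were examined, it is descriptive, and each shift is the median over promoters of the log2 ratio to the mean of the other lines. In Kdm2a/b-JmjC the shift was 0.40 over 1155 promoters of chromosome 1, 0.35 over 1019 promoters of chromosome 8 and 0.33 over 562 promoters of chromosome X. In Kdm2a-CXXC it was 0.31 over 950 promoters of chromosome 3. For chromosome 1 the mean covers unlike values: the shift in Kdm2a/b-JmjC was 0.50 against Kdm2a/b-CXXC and 0.51 against Kdm2b-CXXC, but 0.21 against Kdm2a-CXXC, which against the mean of all 4 lines stood at 0.11 ± 0.021 in untreated and 0.12 ± 0.0072 in treated libraries (SD, n = 3 and n = 3). These shifts were present with and without tamoxifen: against the mean of all 4 lines, chromosome 8 in Kdm2a/b-JmjC stood at 0.26 ± 0.013 in untreated and 0.24 ± 0.031 in treated libraries (SD, n = 3 and n = 3), and chromosome 3 in Kdm2a-CXXC at 0.24 ± 0.033 and 0.23 ± 0.025. Promoters of chromosome Y took 12.6 ± 2.95 promoter reads per M in untreated Kdm2a-CXXC libraries (SD, n = 3), against 121 ± 16.4 in untreated Kdm2b-CXXC (n = 3), 118 ± 11.9 in untreated Kdm2a/b-CXXC (n = 4) and 37.9 ± 7.27 in untreated Kdm2a/b-JmjC libraries (n = 3).

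**Figure D3:**
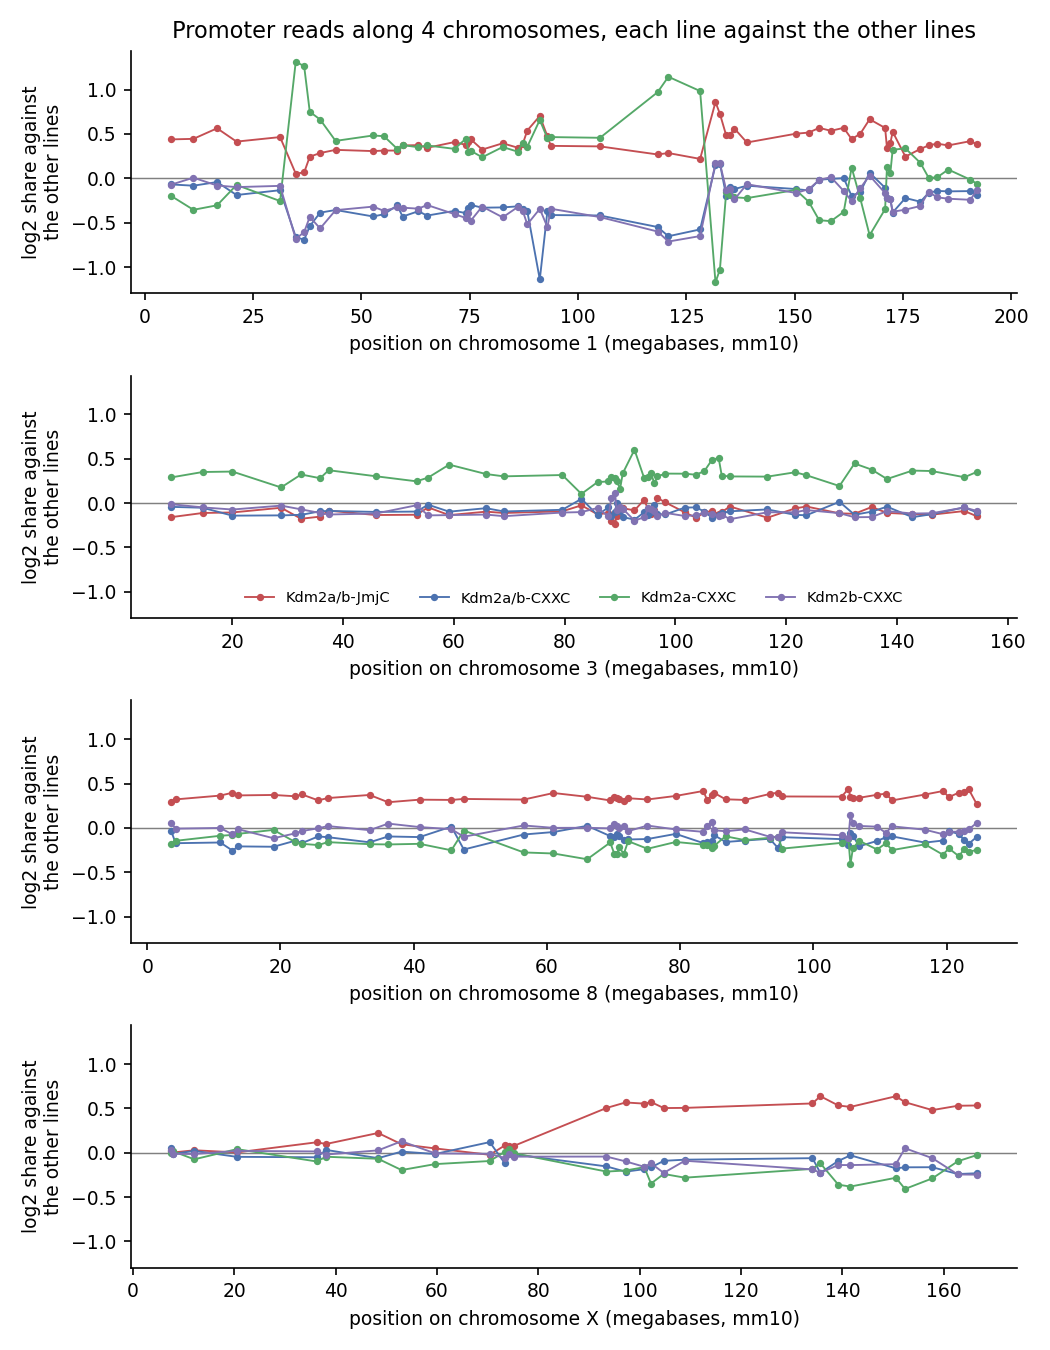
Each point is the median over 20 neighbouring promoters of the log2 share of promoter reads in 1 line against the mean of the other lines, at its position in megabases (mm10) on chromosomes 1, 3, 8 and X. Kdm2a/b-JmjC lies above 0 along chromosome 8 and, on chromosome X, from -0.023 to 0.22 along the proximal part and from 0.48 to 0.64 along the distal part; Kdm2a-CXXC lies above 0 along chromosome 3 and varies from -1.17 to 1.31 along chromosome 1.

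Along chromosome X, promoters beyond a single boundary, placed where the shift in Kdm2a/b-JmjC against the other lines changed most, were compared with promoters before it, relative to the other promoters of each library (TMM scaling). Beyond the boundary, the median after tamoxifen differed by -0.086 in Kdm2a/b-CXXC (exact permutation p = 0.0286, all 4 treated libraries below all 4 untreated ones), by -0.11 in Kdm2b-CXXC (exact permutation p = 0.1, 3 of 3 below), by -0.034 in Kdm2a-CXXC (exact permutation p = 0.3, 2 of 3 below) and by -0.0021 in Kdm2a/b-JmjC (exact permutation p = 0.9). Before the boundary the differences were 0.0044 in Kdm2a/b-CXXC (exact permutation p = 0.83), -0.021 in Kdm2b-CXXC (exact permutation p = 0.4), -0.040 in Kdm2a-CXXC (exact permutation p = 0.2) and 0.041 in Kdm2a/b-JmjC (exact permutation p = 0.4). All these tests were two-sided, and this split of the chromosome was chosen after the data were examined.

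**Figure D4:**
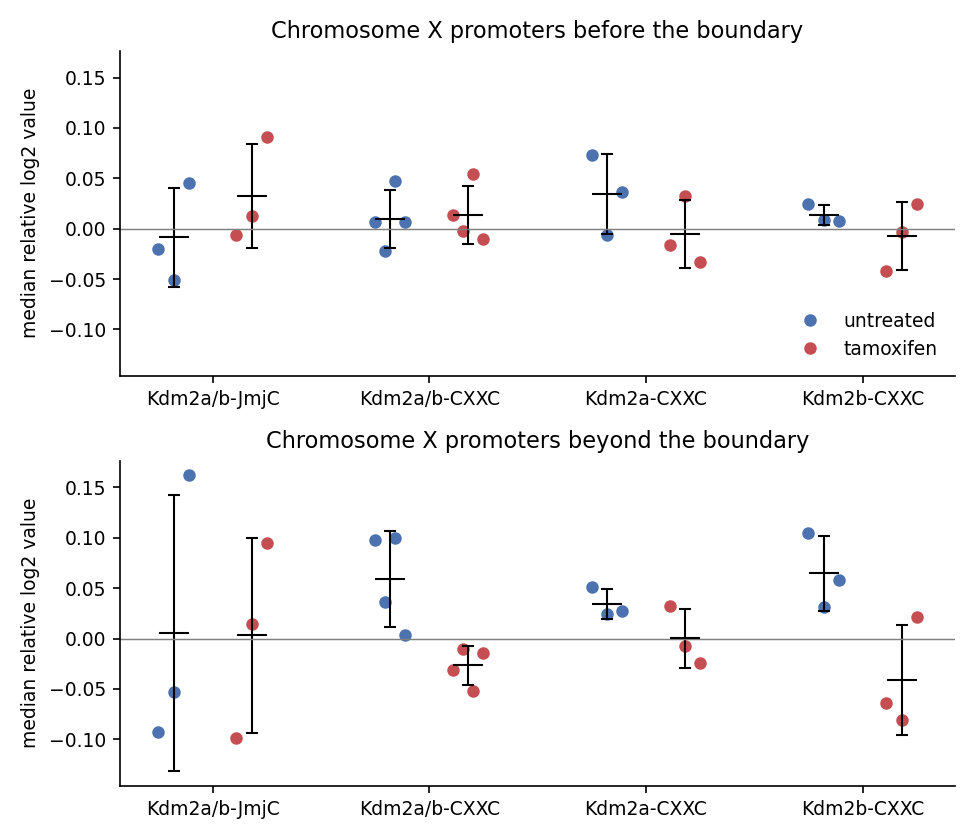
Each point is the median relative log2 value (TMM scaling) of chromosome X promoters in 1 library, before the boundary in the upper panel and beyond it in the lower panel, with untreated libraries in blue, treated libraries in red, and bars for the mean and SD. Beyond the boundary the 4 treated Kdm2a/b-CXXC libraries, at most -0.0099, lie below the 4 untreated ones, at least 0.0033; in Kdm2a-CXXC and Kdm2a/b-JmjC the groups overlap.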

Values the study reported

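The study analysed a non-redundant set of 20633 mouse genes. It called a promoter changed at an adjusted p below 0.05 with a fold change above 1.4. It described no CpG island-associated promoter as past these limits after tamoxifen in Kdm2a/b-JmjC or Kdm2a/b-CXXC cells. A supplementary legend stated the same for Kdm2a-CXXC cells, and named that line for both the left and the right panel. Replicates of each condition were described as having Pearson correlation coefficients above 0.95, computed on read coverage. The correlations between libraries given above differ in scale, promoters and pairs of libraries, so they do not test this value.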

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

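Tests chosen only after the result was seen were those of a library-wide difference in calibrated scale behind the opposite movements of Fbxl20 and Kdm2a. Of 22 groups of 4 libraries, 2 held a library far from the other 3, and chance gives about 1 in 20. Of 42 pairs of lines compared at named promoters, 3 moved opposite ways in every treated library.

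In Kdm2a/b-CXXC, tamoxifen replicate 3 stood apart in the median log2 ratio of CpG-rich minus other promoters, at -0.13, where the other treated libraries lay at 0.083, 0.086 and 0.052. Library depth is argued against: thinned to the depth of the smallest library, its value was -0.13. A trend on GC content in this library is a candidate explanation, since within bins of equal GC content its value was 0.0023. Whether a different share of background reads contributes cannot be told apart from this, because within groups of equal mean value it was -0.080, still below the other libraries. The other treated libraries of the same line do not share the value, and no biological explanation was tested.

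In the untreated Kdm2a/b-CXXC libraries, replicate 1 had 19.8 calibrated reads at the Fosl2 promoter, where the others had 38.9, 36.5 and 39.7. No explanation was tested for this value.

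The Fbxl20 promoter fell in Kdm2a/b-JmjC (log2 fold change -0.32) and rose in Kdm2a/b-CXXC (0.20), with every treated library on its side of the mean of the untreated ones. The difference between the lines was -0.52 (exact two-sided permutation p = 0.0314, 1400 assignments within the lines). Fbxl20 also moved opposite ways in Kdm2a/b-CXXC (0.20) and Kdm2a-CXXC (-0.29), a difference of 0.50 (exact permutation p = 0.0686), and Kdm2a did so in Kdm2a/b-CXXC (0.38) and Kdm2a-CXXC (-0.046), a difference of 0.42 (exact permutation p = 0.0571). These p-values are not adjusted for the 42 pairs. A library-wide difference in calibrated scale may account for much of this: relative to the other promoters (TMM scaling) the differences were -0.22 (exact permutation p = 0.32), 0.23 (exact permutation p = 0.286) and 0.16 (exact permutation p = 0.423), and in no pair did all treated libraries move opposite ways. A difference between the proteins or domains removed stays open, as untested.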

How the results depend on the processing

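The test with edgeR and TMM scaling, the replicate block with TMM scaling and the removal of a GC trend were chosen after the data were seen. The design had named edgeR on the recovered reads for counts. Where a count or direction changed, the cause was not tested unless one is named.

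In Kdm2a/b-JmjC (13 promoters changed) the count was 0 with TMM scaling, 0 with median-of-ratios scaling, 0 with no filter, 0 with edgeR and TMM scaling, 0 with the replicate block and TMM scaling, and 0 with TMM scaling and the GC trend removed. In these fits 970, 964, 3559, 912, 1164 and 838 promoters had an unadjusted p under 0.05. It was 94 with at least 10 reads in every library, 62 with the replicate block and 113 with edgeR on the recovered reads, each including the 13. Leaving out 1 library gave from 0 (without untreated replicate 1 or 2, with 2855 and 2224 at an unadjusted p under 0.05) to 622 (without tamoxifen replicate 1). It was 12 with DESeq2 (3 of the 13), 12 with a pseudocount of 0.1 (11 of the 13) and 15 with no limit on fold change. DESeq2 gave no adjusted p for Ski, Rspo4 and Gxylt2, so their absence from its count is not a failed test.

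In Kdm2a/b-CXXC (0) the count was 17 with TMM scaling, 17 with median-of-ratios scaling (all 17 shared), 17 with TMM scaling and the GC trend removed (16 shared), 24 with edgeR and TMM scaling, and 23 with the replicate block and TMM scaling. Leaving out 1 library gave from 0 to 8 (without tamoxifen replicate 4), and 5 without tamoxifen replicate 1. In Kdm2a-CXXC (0) it was 188 with the replicate block, 2 higher and 186 lower, and from 0 to 50 (without tamoxifen replicate 3) with 1 library left out. In Kdm2b-CXXC (0) it was 5 with the replicate block and 1 with each of TMM scaling, median-of-ratios scaling, edgeR with TMM scaling, the replicate block with TMM scaling, and TMM scaling with the GC trend removed. Deviations of same-numbered untreated and treated libraries had correlations from -0.009 to 0.0725 across promoters, which are not independent replicates, all under 0.1, the limit set for treating the numbers as pairs. In Kdm2a/b-JmjC the same-numbered values (0.0426, 0.0589 and 0.0725) were above those of differently numbered libraries (at most 0.002). In Kdm2a-CXXC this held for replicates 1 and 3 (0.0435 and 0.038, against at most 0.0054) but not for replicate 2 (-0.0018). In Kdm2a/b-CXXC it held for replicates 3 and 4 (0.0266 and 0.036, against at most 0.0248) but not for replicates 1 and 2. In Kdm2b-CXXC it held for none. This measure does not see a shift common to all promoters of a library, so a pairing of the library totals stays open.

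Of the fits of the medians, 70 kept their direction and side of the threshold and 10 reversed, in a design that for 3 against 3 libraries cannot pass it. Scaling by total promoter reads, which by construction removes a common shift, gave 0.002 in Kdm2a/b-JmjC, -0.0056 in Kdm2a/b-CXXC and 0.0087 in Kdm2a-CXXC. With 1 library left out, the median over all promoters ran in Kdm2a/b-CXXC from -0.021 (without tamoxifen replicate 1) to 0.18 (without tamoxifen replicate 4), and in Kdm2b-CXXC from -0.11 (without tamoxifen replicate 1) to 0.30 (without untreated replicate 1), with -0.069 without untreated replicate 2. The difference of CpG-rich minus other promoters in Kdm2a/b-CXXC ran from -0.012 (without tamoxifen replicate 2) to 0.059 (without tamoxifen replicate 3).

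Among the 29 results for named promoters, TMM scaling reversed Kdm2a in Kdm2a/b-JmjC (0.20), Kdm2a-CXXC (0.13) and Kdm2b-CXXC (-0.073), and Fosl2 in Kdm2a/b-JmjC (0.069) and Kdm2a-CXXC (0.061). With 1 library left out, the log2 fold change ran in Kdm2a/b-JmjC from -0.20 to 0.13 (without untreated replicate 2) for Kdm2a, from -0.068 (without untreated replicate 3) to 0.17 for Kdm2b (NM_001003953) and from -0.43 to 0.12 (without tamoxifen replicate 2) for Fosl2. In Kdm2a/b-CXXC it ran from -0.031 (without tamoxifen replicate 1) to 0.23 for Kdm2b (NM_013910), and in Kdm2a-CXXC from -0.12 to 0.028 (without untreated replicate 3) for Kdm2a and from -0.33 to 0.025 (without untreated replicate 3) for Fosl2. In Kdm2b-CXXC it ran from -0.13 (without tamoxifen replicate 1) to 0.17 for Kdm2a, from -0.40 to 0.095 (without untreated replicate 1) for Kdm2b (NM_001003953), from -0.27 to 0.22 (without untreated replicate 1) for Kdm2b (NM_013910) and from -0.020 (without tamoxifen replicate 1) to 0.46 for Fbxl20. The calls of 3 results (Ski, Rspo4 and Gxylt2) were absent in 10 fits with 1 library left out and in 6 others. Counted among the 6 are the DESeq2 fits, which gave these promoters no adjusted p, so a call could be neither kept nor lost there. Their log2 fold changes with DESeq2 were -1.12, -1.08 and -1.02. The calls of 5 results (Ldb2, Lhb, Brinp1, Adgrg2 and 1700020L24Rik) were gained in 5 and 5. Apart from these and the reversals, 153 and 100 fits kept direction and side of the threshold. The 100 include DESeq2 fits of Kdm2a, Kdm2b, Fbxl20 and Fosl2 in Kdm2a/b-JmjC without an adjusted p, where only the direction could be compared.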

Other observations

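Tests chosen only after the result was seen were the splits of the libraries (except those for the correlation between lines), the library-wide scale in Kdm2a/b-JmjC, the GC trend and the median-of-ratios scaling for the 17 promoters, the totals by replicate number, the splits and the distal limit for chromosome X, and the gain or loss of parts of chromosomes X and 1.

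In Kdm2a/b-JmjC 13 promoters passed both thresholds. The count is higher than the value quoted from the study above, which is limited to CpG island-associated promoters. This limit does not account for the difference: the deposited statistics for this line gave 0 past both thresholds over all promoters (1055 at an unadjusted p under 0.05). Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many, the real one, and no smaller share is possible with 3 against 3. A library-wide difference in calibrated scale is a candidate explanation for the 13, since 0 promoters passed with TMM scaling, where 970 had an unadjusted p under 0.05. A library-wide difference may come from calibration or from a fall in accessibility common to promoters, and the calibrated values alone do not part these. It does not account for the 0 in the deposited statistics, which share the spike-in scale (median log2 fold change -0.21 in both). The deposited standard errors were larger than those of a DESeq2 refit, with a median ratio of 1.26.

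For the counts of 0, 35 of 35 splits in Kdm2a/b-CXXC, 10 of 10 in Kdm2a-CXXC and 10 of 10 in Kdm2b-CXXC gave as many promoters, as any split must, so these counts decide nothing. In Kdm2a-CXXC the split that put untreated replicate 1 with tamoxifen replicates 1 and 2 gave 312.

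With TMM scaling, 1 of 35 splits in Kdm2a/b-CXXC gave as many as 17 promoters, the real one, and 1 of 10 in Kdm2b-CXXC gave as many as 1. Technical trends are argued against as the whole cause in Kdm2a/b-CXXC: 15 of the 17 stayed past both thresholds with the trend on mean value removed, 16 with the GC trend removed, 17 with each chromosome's median removed and 17 with median-of-ratios scaling. The 17 lie on 10 chromosomes, with at most 5 on one. In Kdm2b-CXXC the signed median of the 17 lay at the 99.9 percentile of 10000 random lists, so an effect shared with Kdm2b-CXXC may contribute. For Kdm2a/b-JmjC (percentile 96.5, with 9 of 17 moving the same way) and Kdm2a-CXXC (percentile 83.6, with 13 of 16) an effect in common cannot be told apart from chance, since in the first the percentile is high but the directions are close to even, and in the second the directions are mostly shared but the percentile is not high. The difference between lines was not tested, and loss of KDM2B binding is a hypothesis. Kdm2a/b-CXXC was made from Kdm2b-CXXC cells, so their agreement is not that of lines of separate origin.

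CpG-rich promoters lay lower than other promoters after tamoxifen in Kdm2a-CXXC (-0.09). Library depth is argued against, since the difference was -0.096 after thinning. A GC content trend between libraries is a candidate explanation, with a difference of -0.020 within bins of equal GC content. A different share of background reads cannot be told apart from it, with -0.043 within groups of equal mean value. Loss of KDM2A binding stays open, as untested.

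Chromosome copy number is a candidate explanation for the higher share of reads on chromosomes 1 and 8 in Kdm2a/b-JmjC and on chromosome 3 in Kdm2a-CXXC. In Kdm2a/b-JmjC 55 of 57 windows of chromosome 1 and 50 of 50 of chromosome 8, and in Kdm2a-CXXC 44 of 47 of chromosome 3, lay above the upper 2.5% of windows of other autosomes. A GC trend is argued against: the shifts were 0.39, 0.35 and 0.32 with it removed. A change in one class of promoters is argued against too, since the class that shifted less still shifted by 0.37, 0.33 and 0.23. On chromosome 1 the shift was smaller against Kdm2a-CXXC (0.21) than against the other lines (0.50 and 0.51). A gain of chromosome X as a whole is argued against in Kdm2a/b-JmjC: 17 of 28 windows lay above that limit, while the shift was 0.32 with the GC trend removed and 0.30 in the class that shifted less. A gain of part of the chromosome may account for it, with a median of 0.055 before a single boundary and 0.55 beyond it.

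Along chromosome 1 of Kdm2a-CXXC, 7 windows differed from the other lines by at least 0.9 in the untreated libraries, 5 of them higher and 2 lower. Of their 140 promoters, 90.7% moved the same way in the tamoxifen libraries, so gain or loss of parts of the chromosome may be present. The signed median was 1.13, and a GC trend (1.14 with it removed) and a change in one class of promoters (1.02 in the class that moved less) are argued against. No biological explanation was tested for these differences between lines.

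On chromosome Y, 4 promoters open in Kdm2b-CXXC (Uty, Kdm5d, Ddx3y and Eif2s3y, named after their values were seen) had a median log2 ratio of -3.61 in Kdm2a-CXXC against Kdm2b-CXXC, and 0 of 5386 promoters of similar level on other chromosomes were as low (their median was -0.24). Loss of chromosome Y from most cells of that line may account for it. The lower value in Kdm2a/b-JmjC was not tested.

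The calibrated totals of same-numbered untreated and treated libraries, as deviations from their group means, had r 0.718 and rho 0.665 over 13 pairs (exact two-sided permutation p = 0.0498 for r). Without the 2 pairs farthest out r was 0.414. Leaving out extreme pairs tends to lower r, so this does not show that the relation rests on those alone. Within lines r was -0.719, -0.041, 0.998 and 0.969 in Kdm2a/b-JmjC, Kdm2a/b-CXXC, Kdm2a-CXXC and Kdm2b-CXXC. The pairs are few, the lines differ and the test was chosen after the result was seen, so a preparation shared by same-numbered libraries stays open. If there is one, the limma counts without the replicate block may be too low. With the block, promoters at an unadjusted p under 0.05 went from 1488 to 3895 in Kdm2a-CXXC and from 120 to 1785 in Kdm2b-CXXC. They went from 3537 to 3544 in Kdm2a/b-JmjC and from 764 to 733 in Kdm2a/b-CXXC.

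Relative fold changes (TMM scaling) in Kdm2a/b-CXXC and Kdm2b-CXXC had a Pearson r of 0.20 and a Spearman rho of 0.199 across 16362 promoters, which are not independent replicates. Of 350 combinations of splits of both lines, 1 gave as strong a correlation, the real one, and the largest other was 0.133. Trends are argued against: r was 0.197 with the GC trend removed, 0.197 with the trend on mean value removed and 0.196 with chromosome medians removed. Among the other 5 pairs of lines r was between 0.039 and 0.082, and differences between pairs were not tested. The real split was also the strongest for Kdm2a/b-CXXC with Kdm2a-CXXC (1 of 350, r 0.063, largest other 0.063) and for Kdm2a/b-JmjC with Kdm2a-CXXC (1 of 100, r 0.082). With the GC trend removed these became 1 of 350 and 19 of 100. For the remaining pairs, 31 of 350 (Kdm2a/b-JmjC with Kdm2a/b-CXXC), 3 of 100 (Kdm2a/b-JmjC with Kdm2b-CXXC) and 3 of 100 (Kdm2a-CXXC with Kdm2b-CXXC) were as strong. Single libraries moved these values: r of Kdm2a/b-CXXC with Kdm2a-CXXC was 0.032 without Kdm2a/b-CXXC tamoxifen replicate 3, that of Kdm2a/b-JmjC with Kdm2a-CXXC 0.052 without Kdm2a-CXXC tamoxifen replicate 1, and that of Kdm2a/b-CXXC with Kdm2b-CXXC 0.167 without Kdm2a/b-CXXC tamoxifen replicate 3. With 1 library left out, r of Kdm2a/b-JmjC with Kdm2a/b-CXXC ran from 0.012 (without Kdm2a/b-JmjC tamoxifen replicate 2) to 0.048. That of Kdm2a/b-JmjC with Kdm2b-CXXC ran from 0.027 (without Kdm2a/b-JmjC untreated replicate 3) to 0.059. That of Kdm2a-CXXC with Kdm2b-CXXC ran from 0.045 (without Kdm2b-CXXC tamoxifen replicate 3) to 0.092. An effect of tamoxifen treatment common to several lines may contribute (1 of 350 combinations). Loss of KDM2B binding is one hypothesis, and it does not cover the pairs without Kdm2b-CXXC. Kdm2a/b-CXXC and Kdm2b-CXXC cells also share their origin, and whether this contributes was not tested.

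Relative to the other promoters, chromosome X promoters lay lower after tamoxifen in the 3 CXXC lines, with a mean difference of -0.045: 86 of 28000 assignments of treatment within the lines gave as large a difference (exact permutation p = 0.00307, adjusted over 20 chromosomes 0.0107). Of the 20 chromosomes, 6 had an adjusted p under 0.05, 3 lower and 3 higher, and the largest absolute difference among these apart from chromosome X was 0.023. Trends are argued against as the whole cause of the mean difference, which was -0.053 with the GC trend removed and -0.044 with that on mean value removed. In Kdm2a/b-CXXC alone the difference went from -0.040 (exact permutation p = 0.0571) to -0.019 (exact permutation p = 0.343) with the trend on mean value removed, so in that line it may contribute. The fall may be limited to the part of the chromosome raised in Kdm2a/b-JmjC, with a difference beyond minus before the boundary of -0.057 (exact permutation p = 0.00979), but in Kdm2a-CXXC both parts fell alike (-0.034 and -0.04). An effect of losing the CXXC domain, of tamoxifen itself or of cell selection stays open, as untested.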
